# A Novel Five Gene Signature Derived from Stem-Like Side Population Cells Predicts Overall and Recurrence-Free Survival in NSCLC

**DOI:** 10.1371/journal.pone.0043589

**Published:** 2012-08-29

**Authors:** Deepak Perumal, Sandeep Singh, Sean J. Yoder, Gregory C. Bloom, Srikumar P. Chellappan

## Abstract

Gene expression profiling has been used to characterize prognosis in various cancers. Earlier studies had shown that side population cells isolated from Non-Small Cell Lung Cancer (NSCLC) cell lines exhibit cancer stem cell properties. In this study we apply a systems biology approach to gene expression profiling data from cancer stem like cells isolated from lung cancer cell lines to identify novel gene signatures that could predict prognosis. Microarray data from side population (SP) and main population (MP) cells isolated from 4 NSCLC lines (A549, H1650, H460, H1975) were used to examine gene expression profiles associated with stem like properties. Differentially expressed genes that were over or under-expressed at least two fold commonly in all 4 cell lines were identified. We found 354 were upregulated and 126 were downregulated in SP cells compared to MP cells; of these, 89 up and 62 downregulated genes (average 2 fold changes) were used for Principle Component Analysis (PCA) and MetaCore™ pathway analysis. The pathway analysis demonstrated representation of 4 up regulated genes (*TOP2A, AURKB, BRRN1, CDK1*) in chromosome condensation pathway and 1 down regulated gene *FUS* in chromosomal translocation. Microarray data was validated using qRT-PCR on the 5 selected genes and all showed robust correlation between microarray and qRT-PCR. Further, we analyzed two independent gene expression datasets that included 360 lung adenocarcinoma patients from NCI Director's Challenge Set for overall survival and 63 samples from Sungkyunkwan University (SKKU) for recurrence free survival. Kaplan-Meier and log-rank test analysis predicted poor survival of patients in both data sets. Our results suggest that genes involved in chromosome condensation are likely related with stem-like properties and might predict survival in lung adenocarcinoma. Our findings highlight a gene signature for effective identification of lung adenocarcinoma patients with poor prognosis and designing more aggressive therapies for such patients.

## Introduction

Lung cancer remains the leading cause of cancer-related deaths worldwide [1]. Non-small cell lung cancer (NSCLC) accounts for 85% of all lung cancers and the average 5 year relative survival rate among NSCLC patients is only 15% [2]. The recurrence rate ranges from 35–50% among early stage non-small cell lung cancer patients. To date, there is no fully-validated and clinically applied prognostic gene signature for personalized treatment [3]. It remains a critical challenge to determine the risk for recurrence in early-stage cancer patients. Most important challenge in lung cancer studies is identifying patients at high risk for recurrence after surgical resection, as well as patients who would benefit from adjuvant treatment [4].

The emerging use of biomarkers enables to make treatment decisions based on the specific characteristics of individual patients and their tumor, instead merely on population statistics [5]. The prevalence of lung cancer as the primary cause of cancer death in the United States has led to renewed efforts to obtain biomarker signatures that provide either prognostic or predictive information to guide therapy for individual patients (i.e., “personalized medicine”) [6]. Multiple genome-wide expression studies have demonstrated the usefulness of this approach for lung cancer prognosis [7].

Gene-expression profiling by means of microarrays and reverse-transcriptase polymerase chain reaction (RT-PCR) is useful for classifying tumors and predicting prognosis for patients with various types of cancer, including lung cancer [8], [9], [10]. However the use of microarrays in clinical practice is limited by the large number of genes used in gene profiling and lack of both reproducibility and independent validation [11], [12], [13]. Although microarray has been successfully used to predict clinical outcomes and survival, gene-expression profiles can vary according to the microarray platform and the analytic strategy used [14], [15].

Cancer cells with stem cell like properties in particular have been proposed to play a critical role in metastatic progression and resistance to commonly used chemotherapeutic agents [16]. These cells can be identified by various functional assays and using specific cell-surface markers. While cell surface markers have been used to identify stem like cells in various cancers, such markers have been difficult to identify in non-small cell lung cancers. In addition to cell surface markers, stem like cells have been isolated by their ability to efflux Hoechst 33342 dye and are referred to as the “side population” (SP) cells [17]. Side population cells have been shown to be enriched for tumor-initiating [17] and chemotherapy-resistant cells [18]. Flow cytometric analysis can be used to isolate SP or non-SP cells (Main population cells MP), which are more differentiated and has low tumor initiating properties.- Recent studies indicate that SP is an enriched source of lung tumor–initiating cells with stem cell like properties and may be an important target for effective lung cancer therapy [19].

In this study, we performed a gene expression analysis to assess whether gene expression profiles of side population and main population cells might have clinical relevance in predicting prognosis. Identification of gene signatures for outcomes can be expected to improve the clinical management of non-small cell lung cancer, since patients predicted to have poor prognosis can be subjected to more aggressive therapeutic strategies or closer surveillance. To achieve this, a list of genes whose expression was statistically different in SP and MP cells was generated and their clinical relevance tested on publicly available lung adenocarcinoma microarray data from the s NCI Director's Challenge set [20] and Sungkyunkwan University (SKKU) dataset [21]. A functional pathway analysis then revealed that the signature genes had interactions with well-established chromosome condensation pathways, indicating potential roles of the signature genes incancer. Studies have shown that multiple biochemical steps in chromosome condensation pathways are altered in cancer. These include modifications of histones and aberrations in Holliday junctions [22], [23]. Mitotic cell death can also occur as a result of premature chromosome condensation [24], [25]. Hence we hypothesize that since defects in chromosome condensation are correlated with cancers, it is probable that our signature genes might be contributing to oncogenesis. Quantitative RT-PCR analyses on the isolated SP and MP cells confirmed the gene expression patterns observed in the microarray data. In this study we show a five-gene signature that is closely associated with survival of patients with NSCLC. Further, the five-gene signature is an independent predictor of relapse-free and overall survival.

## Results

### Microarray analysis

A flowchart showing the different steps followed in finding the gene signature is shown in Figure 1. Four lung cancer cell lines A549, H1650, H460 and H1975 were subjected to FACS (Fluorescence activated cell sorting) analysis for sorting SP and MP cells. A representative sorting for A549 cells is shown in Figure 2A; inclusion of fumitremorgin C abolishes the SP (Figure 2B); this allowed setting the gate for sorting only SP cells accurately. Figures 2C and 2D show the sorted SP and MP cells respectively. The mRNA expression profiles were measured using Affymetrix Expression Console™ software and the data were analyzed. 

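The side population (SP) is the group of cells that pump Hoechst dye out through transporters such as ABCG2, and the main population (MP) is the group that keeps the dye. A549 and H460 are lung cancer lines with mutated K-Ras, and H1650 and H1975 are lung cancer lines with mutated EGFR. Each of the 4 lines gave 1 SP array and 1 MP array, 8 arrays in all, so the cell line is the replicate and SP was compared with MP within each line. ABCG2, which the paper uses as the control for the SP phenotype, had a log2 ratio of SP over MP of 1.08 in A549, 0.36 in H460 and 1.17 in H1975, and of -0.70 in H1650. In H1650 the array labelled SP thus had the lower ABCG2 signal. The labels were kept as deposited, and every direction given for H1650 rests on them. The authors deposited log2 MAS5 signals, each array scaled by 1 factor to a trimmed mean of 500.1 on the linear scale, and 62 of the probe sets are controls. The mean centring described in the methods is not part of these values. Genes were named where a probe set had 1 gene symbol (41097 probe sets), with the brightest probe set standing for the gene. Counts of 2-fold changes were made over all probe sets other than the controls, without a filter on dim signal. The limma fits used the 12300 of 19775 genes with a mean log2 signal at or above 6.01, the median over all probe sets, with cell line as a block. With 1 array per population and line, the number of arrays limits the precision.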

We found 354 up and 126 down-regulated genes common in all 4 cells lines (summarized in Table 1). 

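With the labels as deposited, 41 probe sets were at least 2-fold higher in SP in each of the 4 lines and 69 were at least 2-fold lower. All 110 had a mean signal below the median of the array. Over the 12300 genes above the filter, no gene was higher or lower in SP at an adjusted p under 0.05 from limma. Of them, 372 had an unadjusted p under 0.05, where chance alone gives 615. Without H1650, 1663 genes had an unadjusted p under 0.05 from limma, against the same 615. In these 3 lines 23 genes were higher and 2 were lower at an adjusted p under 0.05. Each of these 25 genes had the opposite sign in H1650. The largest change was that of EPC1, a subunit of a histone acetyltransferase complex, with a mean log2 change of 1.97 (standard error 0.15, n = 3 lines, limma adjusted p = 0.0312) and a log2 ratio of -1.56 in H1650. MSL2, a ubiquitin ligase of another acetyltransferase complex, was higher by 1.87 in the same 3 lines and had -1.48 in H1650. CDCA2, a chromatin-bound regulator of mitosis, was higher by 1.61, and the zinc finger genes ZNF267 and ZNF92 were higher by 1.68 and 1.59. GATA6, a transcription factor of the lung epithelium, was higher by 1.36, DUSP10, a phosphatase of stress kinases, by 1.42 and the ephrin ligand EFNB2 by 1.42. MSL2, ZNF267, GATA6, DUSP10 and EFNB2 are printed in Fig. 3, so the study chose them on these same arrays. KLHL15 and MED26 were higher by 1.65 and 1.35. The stress-response gene GADD45B fell by 1.08 and LOC114224 fell by 1.36. SERPINA1, which encodes an inhibitor of elastase, and the chemokine gene CCL5 were at least 2-fold lower in each of these 3 lines, with mean log2 changes of -1.55 and -1.15, and did not pass the test (limma adjusted p = 0.0652 and 0.0682). The size of both changes depended on how dim signal was treated. Over all 4 lines their mean log2 changes were -0.91 and -0.48. With a floor of 32 on the linear signal these were -0.45 and -0.21, and with a pseudocount of 16 they were -0.60 and -0.35. Leaving out A549, H460 or H1975 in place of H1650 gave 0 genes at an adjusted p under 0.05 from limma.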

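On average over the 4 lines, 586 probe sets were at least 2-fold higher in SP and 821 were at least 2-fold lower, with the same direction in every line. Of these 1407 probe sets, 97.8% had a mean signal below the median. Of the brightest probe sets of genes above the filter, 3 were higher and 13 were lower. With a floor of 32 on the linear signal, 7 of all probe sets were higher and 4 were lower on average. The 13 lower genes therefore cannot all keep this call with that floor. The 3 higher genes, named after their values were seen, were BDKRB2, a bradykinin receptor, with a mean log2 ratio of 1.30 ± 0.78 (SD, n = 4 lines), RNF39 with 1.14 ± 1.36 and ADAMTS15, a secreted protease, with 1.08 ± 1.26. Among the lower ones, likewise named after their values were seen, were PTPRD, a receptor phosphatase, with -1.76 ± 1.34, PLA2G4A, a phospholipase that releases arachidonic acid, with -1.56 ± 1.45, and TNS1, a protein of focal adhesions, with -1.34 ± 0.55. None of these 16 genes passed the limma test (adjusted p = 0.945 for each). Over the 4 lines the log2 ratio of BDKRB2 ran from 0.59 to 2.35, highest in H1650. It ran from 0.043 to 2.91 for RNF39, highest in A549, and from 0.26 to 2.93 for ADAMTS15, highest in H460. For PTPRD, with a mean log2 signal of 6.03 just above the filter, it ran from -2.92 to -0.30. For PLA2G4A it ran from -3.37, in H1650, to -0.24 and for TNS1 from -1.86 to -0.82. With the H1650 labels exchanged, a setting chosen after seeing the values, the means were 0.12 for BDKRB2, 0.13 for PLA2G4A and -0.46 for TNS1. Those of RNF39, ADAMTS15 and PTPRD were 1.12, 0.95 and -1.29 in that setting. When the mean log2 ratio alone was used, with any direction per line, 1621 probe sets were higher and 2154 were lower.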

Further we selected 89 upregulated (average 2 fold changes) and 62 downregulated (average 2 fold changes) genes out of which only 64 genes (58 upregulated and 6 downregulated) matched with the NCI Directors challenge set Affymetrix platform 133A. The heat map shows the expression levels of these genes in MP and SP for the 4 cell lines. The heat map represents two distinct clusters, cluster I representing the 6 downregulated genes and cluster II representing 58 upregulated genes (Figure 3). 

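Of the 64 names printed beside the heat map, 61 were matched to probe sets of these arrays, and the directions of both clusters are given here as a tally. Of 56 matched genes of cluster II, 50 had a higher signal in SP in A549, 50 in H460 and 50 in H1975, while 4 had a higher signal in the H1650 array labelled SP. The median log2 ratio of SP over MP for cluster II was 0.92 in A549, 0.77 in H460, 0.75 in H1975 and -0.89 in H1650. Higher values in A549, H460 and H1975 together with a lower value in H1650 were seen for 45 of these genes, and no gene of cluster II was higher in SP in all 4 lines. Of 5 matched genes of cluster I, 2 were higher in SP in A549, 3 in H460, 2 in H1975 and 2 in H1650, and none was lower in SP in all 4 lines. The study chose these genes on the same arrays, so the tally is not independent evidence of a direction.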

Further, the data from the microarray experiment was also used to assess if there were any significant pathways associated with those genes. For this analysis, the 89 upregulated (average 2 fold changes) and 62 downregulated (average 2 fold changes) were used for Metacore™ pathway analysis and this resulted in top 10 pathways with significant *p* values (Table 2). Results from the analysis showed that the signature genes interact with major pathways. 

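Genes of chromosome condensation, mitosis and DNA replication mostly had higher means in the arrays labelled SP. As lists they passed limma camera with a preset correlation of 0.01 (adjusted p = 9.21e-05, 1.06e-08 and 0.000247), but not with an estimated correlation (adjusted p = 0.688 for each) or by fry (adjusted p = 0.810 for each). Of 23 measured members of a chromosome condensation list (condensins, topoisomerases, the chromosomal passenger complex and mitotic cyclins), 22 had a higher mean in SP, with a median log2 change of 0.21. All 30 measured members of a list of mitosis genes had a higher mean in SP, with a median of 0.30, and so had 25 of 30 members of a DNA replication list, with a median of 0.11. No member of the 3 lists passed limma at an adjusted p under 0.05, over all genes or adjusted over the list alone. The median ratio of the mitosis list was 0.56 in A549, 0.39 in H460 and 0.90 in H1975, and -0.60 in H1650. The corresponding medians of the chromosome condensation list were 0.35, 0.21, 0.60 and -0.45. Without H1650, 15 of the 23 condensation genes and 22 of the 30 mitosis genes were higher when adjusted over the list alone, and 1 mitosis gene and no condensation gene over all genes. That gene was TTK, a kinase of the spindle checkpoint, with log2 ratios of 0.97 in A549, 0.85 in H460 and 0.90 in H1975 (limma adjusted p = 0.0360 over these 3 lines) and of -0.92 in H1650. NCAPG, a condensin subunit, had 0.64, 0.60 and 0.99 in these lines and -0.95 in H1650, and the kinesin KIF11 had 0.80, 0.65 and 0.93 and -0.92 in H1650. Without H1975 the adjusted p of the 3 lists was 0.578, 0.138 and 0.983, and the direction of the DNA replication list turned. Over all alternatives the adjusted p ran from 1.18e-13 to 0.810 for condensation, from 2.72e-22 to 0.810 for mitosis and from 4.56e-09 to 0.983 for DNA replication. The condensation theme was chosen by the study on these same arrays and is not independent evidence.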

The top pathway represented by chromosome condensation pathway showed 4 upregulated genes in (Table 3, Figure 4) and 1 down regulated gene FUS represented in chromosomal translocation pathway. The 5 significant genes obtained from pathway analysis were *TOP2A*, *AURKB*, *BRRN1*, *CDK1* and *FUS*.

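TOP2A, which encodes the topoisomerase that untangles DNA strands, had a log2 ratio of SP over MP of 0.62 in A549, 0.87 in H460 and 1.58 in H1975, and of -1.43 in H1650. AURKB, the kinase of the chromosomal passenger complex, had 0.64, 0.45 and 1.35 in the same 3 lines and -1.34 in H1650. NCAPH (BRRN1), a condensin subunit, had 1.04, 0.64 and 1.53, and -1.27 in H1650. CDK1, the kinase that drives entry into mitosis, had 0.36, 0.45 and 0.60, and -1.24 in H1650. Over the 4 lines the mean log2 change was 0.41 ± 1.29 (SD, n = 4 lines) for TOP2A, 0.28 ± 1.14 for AURKB, 0.48 ± 1.22 for NCAPH and 0.044 ± 0.86 for CDK1, so each mean was smaller than the spread between lines. The limma adjusted p was 0.945, 0.951, 0.945 and 0.988. Without H1650 the mean log2 changes were 1.03, 0.81, 1.07 and 0.47, with limma adjusted p of 0.0780, 0.143, 0.0827 and 0.0816, so that none passed the test in the 3 lines either. Leaving out A549, H460 or H1975 instead gave means from 0.022 to 0.34 for TOP2A, from -0.081 to 0.22 for AURKB, from 0.14 to 0.43 for NCAPH and from -0.14 to -0.062 for CDK1, and the lowest of each was that without H1975. From the place of these genes in its pathway analysis of the genes changed on average 2-fold, the paper takes them as its gene signature. It then tests them by qRT-PCR and for patient survival, data that are not analysed here.

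**Figure D1:**
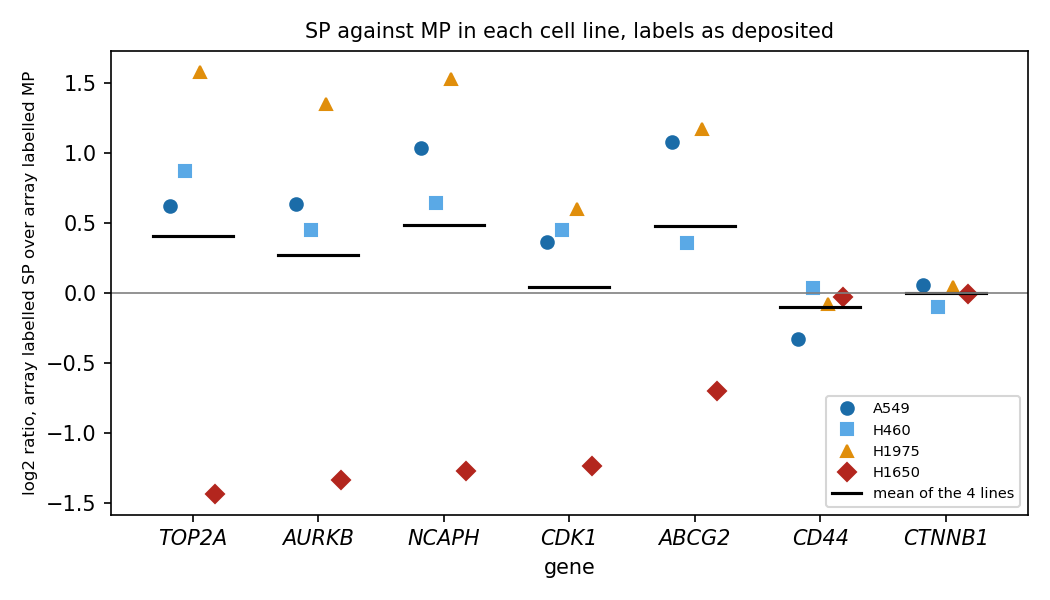
Log2 ratio of the array labelled SP over the array labelled MP (vertical axis) for 7 genes named by the paper (horizontal axis). Each point is 1 cell line, measured on 1 array per population, and the black bar is the mean of the 4 lines. TOP2A, AURKB, NCAPH, CDK1 and ABCG2 lie above 0 in A549, H460 and H1975 and below 0 in H1650, while the points of CD44 and CTNNB1 lie between -0.33 and 0.062.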

**Figure 1:**
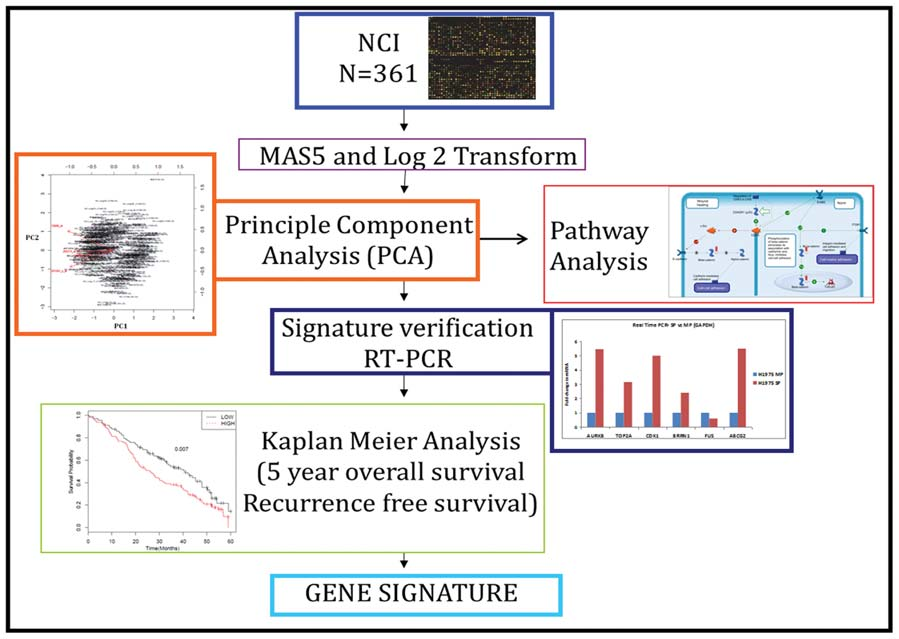
Flow chart showing the methodology followed for identifying gene signatures. Microarray was performed on 4 lung cancer cell lines A549, H1650, H460 and H1975. Total RNA extracted from SP and MP samples were used to generate cRNA targets, which were subsequently hybridized to Human Genome U133A plus 2.0 oligonucleotide arrays. Raw data was processed by log_2_ transformation of the expression values, and the mean center expression level for each gene was determined. Further obtained genes that were over or under-expressed in all 4 cell lines, whose expression was at altered least two fold. Further pathway analysis was carried out using MetaCore™ pathway database.

**Figure 2:**
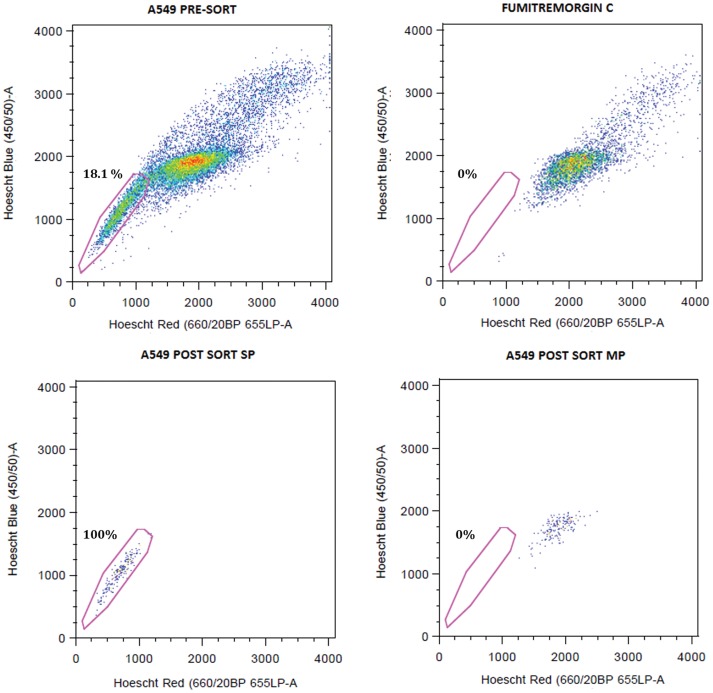
Sorting of SP and MP cells in A549 cells by FACS analysis. Appearance of SP cells as a tail emerging from main population is shown in (A). Inhibition of ABCG2 activity by Fumitremorgin C displayed complete loss of SP phenotype and confirmed the SP identity as well as gating strategy (B). Panel (C) shows sorted SP cells and panel (D) shows MP cells.

**Figure 3:**
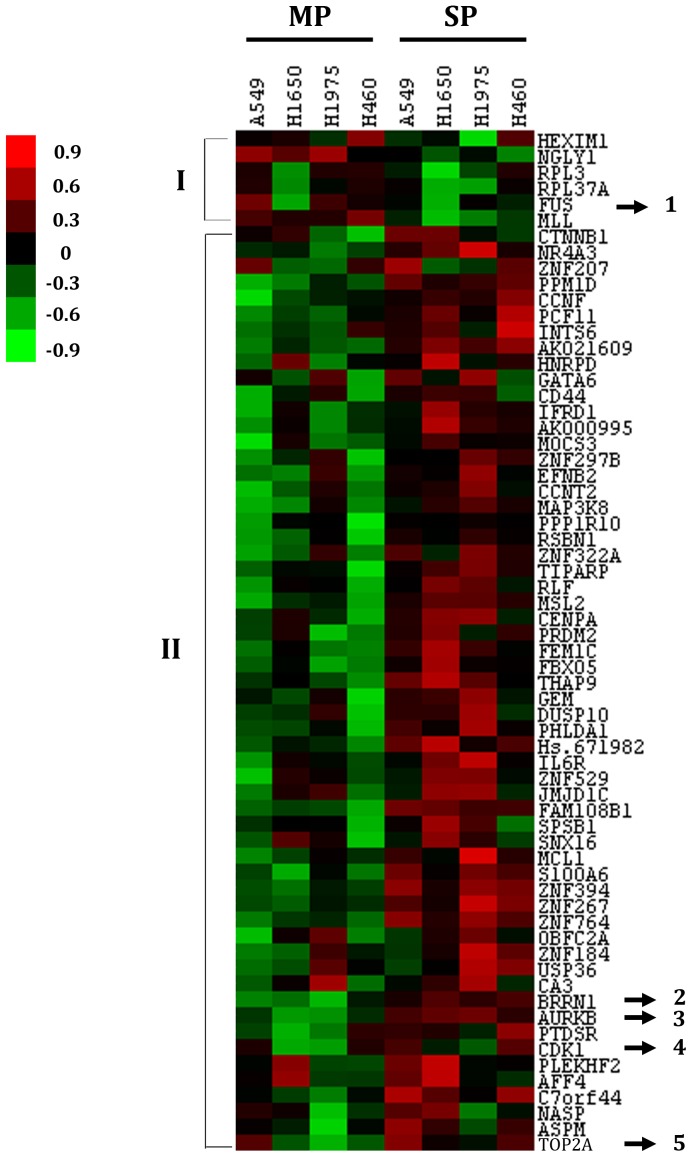
Heat map showing the expression pattern of 64 genes in lung adenocarcinoma. Differentially expressed genes in SP vs. MP cells in 4 NSCLC cell lines. A total of 64 genes (58 upregulated and 6 downregulated) with expression levels that showed at least two fold difference across 4 cell lines were selected for hierarchical clustering analysis. Two clusters shown here represent downregulated (I) and upregulated genes (II). The 5 genes that predicted significant prognosis are marked in the map by numbers. The color in red or green reflects relative high or low expression levels, respectively as indicated in the scale bar (log_2_ transformed scale).

**Figure 4:**
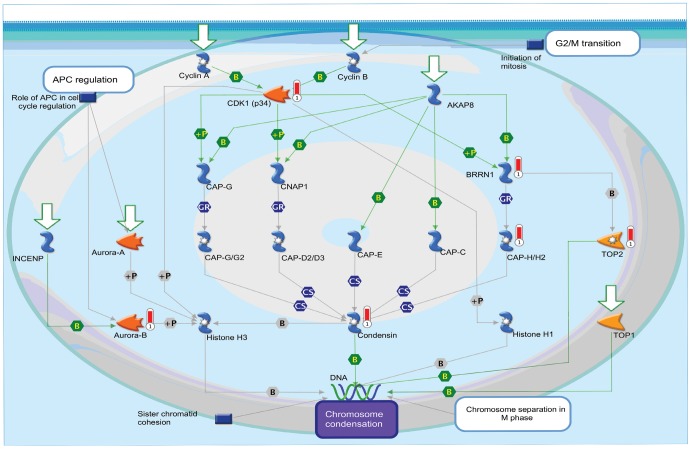
Chromosome Condensation Pathway. The pathway shows the role of 4 genes *AURKB*, *TOP2A*, *CDK1*, *BRRN1* (also known as NCAPH) in chromosome condensation a ubiquitous process in most eukaryotic cells.

**Table 1:** Microarray analysis data from 4 cell lines (A549, H1650, H460 and H1975).

MICROARRAY DATA SET	UP REGULATED	DOWN REGULATED
MUTANT EGFR CELL LINES H1650, H1975	1083	673
MUTANT K-RAS CELL LINES A549, H460	1128	314
ALL 4 CELL LINES	354	126
AVERAGE 2 FOLD CHANGE	89	62

The data analyzed resulted in 354 up-regulated and 126 down-regulated genes in (SP) common in all 4 cells lines. 

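In the K-Ras mutant lines A549 and H460, 1530 probe sets were at least 2-fold higher in SP in both lines and 1135 were at least 2-fold lower. In the EGFR mutant lines H1650 and H1975, 740 were higher and 1231 were lower in both. Above the median signal, 179 probe sets were higher and 78 lower in both K-Ras mutant lines, against 9 and 35 in both EGFR mutant lines. This contrast rests on the labels of H1650. With these labels exchanged, a setting chosen after seeing the values, the counts of the EGFR mutant lines above the median were 98 and 145. Among genes above the filter, 353 were at least 2-fold higher in SP in A549, 243 in H460, 126 in H1650 and 219 in H1975, and 174, 175, 248 and 290 were at least 2-fold lower. Over the 12300 genes, the log2 ratios of A549 and H460 correlated with r = 0.245, and those of H1650 and H1975 with r = -0.221. Over all probe sets they correlated with r = 0.0544 and -0.0532. These correlations are across genes or probe sets, which are not independent replicates. H1650 had a negative correlation with A549 (-0.241) and H460 (-0.204) as well, while H1975 had positive ones with A549 (0.188) and H460 (0.173). The difference of the SP effect between the K-Ras and EGFR mutant lines was tested as an interaction in limma with 2 lines each. It gave no gene at an adjusted p under 0.05 and 601 at an unadjusted p under 0.05. H1650 is 1 of the 2 EGFR mutant lines, so this result rests on its labels, as do the signs of the correlations with H1650. The interaction was not tested with these labels exchanged.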

An average fold change of 2 was used for Principle Component analysis (PCA) and for identifying gene signatures.

**Table 2:** Top 10 significant pathways for the differentially regulated genes.

	Pathway Maps	pValue	Ratio	
1	Cell cycle: Chromosome condensation in prometaphase	1.2E-09	5	21
2	Cell cycle: Transition and termination of DNA replication	5.841E-07	4	28
3	Cell cycle: Role of APC in cell cycle regulation	0.000001	4	32
4	Cell cycle: Role of SCF complex in cell cycle regulation	0.002	2	29
5	Cytoskeleton remodeling: Reverse signaling by ephrin B	0.002	2	31
6	Cell cycle: Spindle assembly and chromosome separation	0.003	2	33
7	Cell cycle: The metaphase checkpoint	0.003	2	36
8	Apoptosis and survival: BAD phosphorylation	0.004	2	42
9	Development: WNT signaling pathway	0.007	2	53
10	Cell adhesion: Role of CDK5 in cell adhesion	0.022	1	9

For this analysis, the 89 up regulated (average 2 fold changes) and 62 down regulated genes (average 2 fold changes) were used for Metacore™ pathway analysis and this resulted in top 10 pathways with significant *p* values.

**Table 3:** List of five gene signatures from the microarray data.

	Gene Symbol	Gene Description
1	TOP2A	DNA topoisomerase II, alpha
2	AURKB	Aurora Kinase B
3	CDK1	Cyclin-Dependent Kinase 1
4	BRRN1	Non-SMC condensin I complex, subunit H
5	FUS	Fused in Sarcoma

The microarray data was examined to assess whether there are any significant pathways associated with those genes. Results from the analysis showed that the signature genes interact with major pathways. The top pathway represented by chromosome condensation pathway showed 4 up regulated genes in chromosome condensation pathway and 1 down regulated gene *FUS* represented in chromosomal translocation pathway.

### Real Time PCR validation

PCR primers were designed for the selected 5 genes and validated by Real Time PCR. Two internal controls *18S* (Figure 5A–D) as well as *GAPDH* (Figure 5E–H) were used along with *ABCG2*, which acted as a control for SP phenotype. 

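Several of the genes were read on the arrays by more than 1 probe set. The second brightest probe set of TOP2A had log2 ratios of SP over MP of 0.40 in A549, 1.35 in H460 and 1.34 in H1975, and of -0.82 in H1650. The second brightest of CDK1 had 0.91, 0.52 and 1.51 in these lines and -0.81 in H1650. The third brightest had 0.64, 0.56 and 1.72 and -1.16 in H1650. The mean log2 ratio was 0.53 ± 0.98 for the second, 0.44 ± 1.19 for the third and 0.38 ± 0.59 for the dimmest probe set of CDK1. That of the brightest was 0.044 ± 0.86. The dimmest probe sets of TOP2A and AURKB, with mean log2 signals of 4.68 and 6.20, had mean log2 ratios of -0.90 ± 2.07 and -0.80 ± 1.23 (SD, n = 4 lines). The qRT-PCR values are not analysed here.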

All 4 cell lines (A549, H1650, H460 and H1975) showed significant correlation with that of the microarray data for the 5 genes.

**Figure 5:**
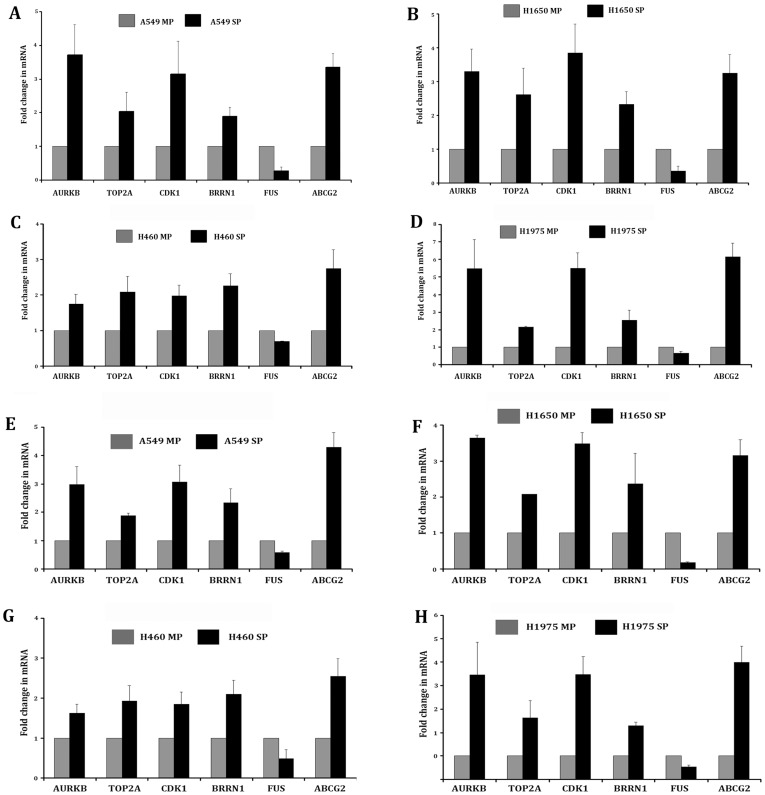
Validation of the microarray data by Quantitative Real Time PCR for the 5 genes in 4 NSCLC cell lines. RNA was extracted from MP and SP cells for A549 (A), H1650 (B), H460(C) and H1975 (D) cell lines. qRT-PCR was performed with the cDNA of the 4 cell lines with 18S as internal control and the up regulation of the 4 genes *TOP2A*, *AURKB*, *BRRN1* and *CDK1* in SP and down regulation of *FUS* in the side-population of all the cell lines was observed. *ABCG2* was used as a positive control for a gene overexpressed in SP cells. Similar experiments were conducted, using *GAPDH* as an internal control on A549 (E), H1650 (F), H460 (G) and H1975 (H) cells.

### PCA analysis

The 89 upregulated and 62 down regulated genes were used for Principle Component Analysis (PCA). The NCI Director's Challenge Set was derived using the Affymetrix Human Array 133A whereas our microarray was performed on Affymetrix Human Array Plus2.0 and hence we were able to match only 64 genes across the platform;these 64 genes were subjected to PCA. The PCA was performed to find the first principle component along which the samples show the largest variation. Using the Evince 2.5.5 software PCA was computed for the 64 genes and the risk scores for validation were tabulated for all the 64 genes. Through this PCA analysis we first established a 64 gene signature for the 4 NSCLC cell lines.

### Prognosis prediction

A subset (n = 360) of the larger lung adenocarcinoma dataset was used for the study. The probe set IDs of the 89 up and 62 down regulated genes obtained using Human Genome U133A Plus 2.0 platform was compared with the probe set IDs of the NCI's dataset (used Human Genome U133A platform). This resulted in a total of 64 genes that matched with the other platform. Through the PCA analysis the risk score was dichotomized at the optimal cutoff and the 64 gene signature classified into low and high risk groups, respectively with significant difference in overall survival (*p* = 0.0002, Figure 6).

**Figure 6:**
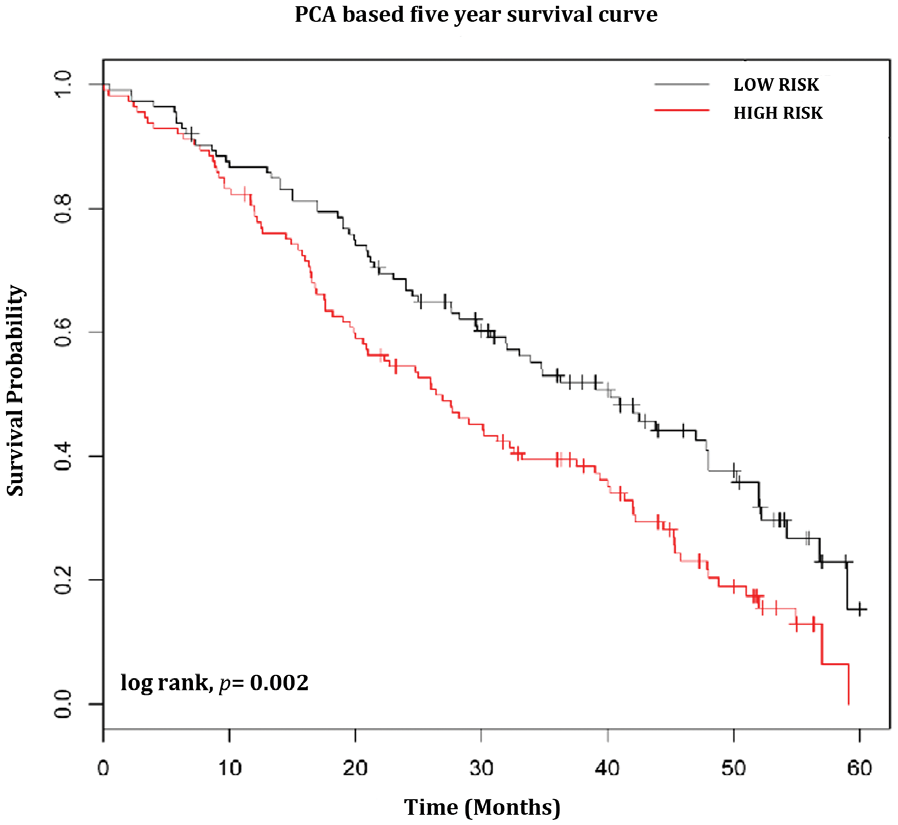
Principle Component Analysis (PCA) for 64 genes signature. The 89 up and 62 down regulated genes were used for PCA analysis. PCA was computed for the 64 genes and the risk scores for validation were tabulated for all the 64 genes. Through this PCA analysis we first established a 64 gene signature for the 4 NSCLC cell lines. The Kaplan-Meier analysis for the 64 genes signatures shows significantly poor prognosis for the differentially regulated genes.

The 5 genes from the most significant pathways were then used for independent survival prediction. Median expression values were used to dichotomize into low and high expression levels for 5 genes. Kaplan-Meier analysis of overall survival showed a significant trend for 5 genes namely *AURKB*, *TOP2A*, *CDK1*, *BRRN1* and *FUS* in 360 NCI Director's challenge set (Figure 7). The survival prediction that includes only stage I and II patients distinguished *AURKB*, *TOP2A*, *CDK1*, *BRRN1* and *FUS* at significance *p* values of 0.09, 0.004, 0.002,0.06 and 0.02 by log-rank test. Patients with lower expression levels of *AURKB*, *TOP2A*, *CDK1* and *BRRN1* had a significantly better prognosis than those patients with higher expression levels of these genes. The other gene, *FUS*, which is under expressed in SP cells (over expressed in MP cells) shows better survival of patients with high expression levels. The overall survival curve for these 5 genes that includes all stages also showed significant prognosis (Figure S1).

**Figure 7:**
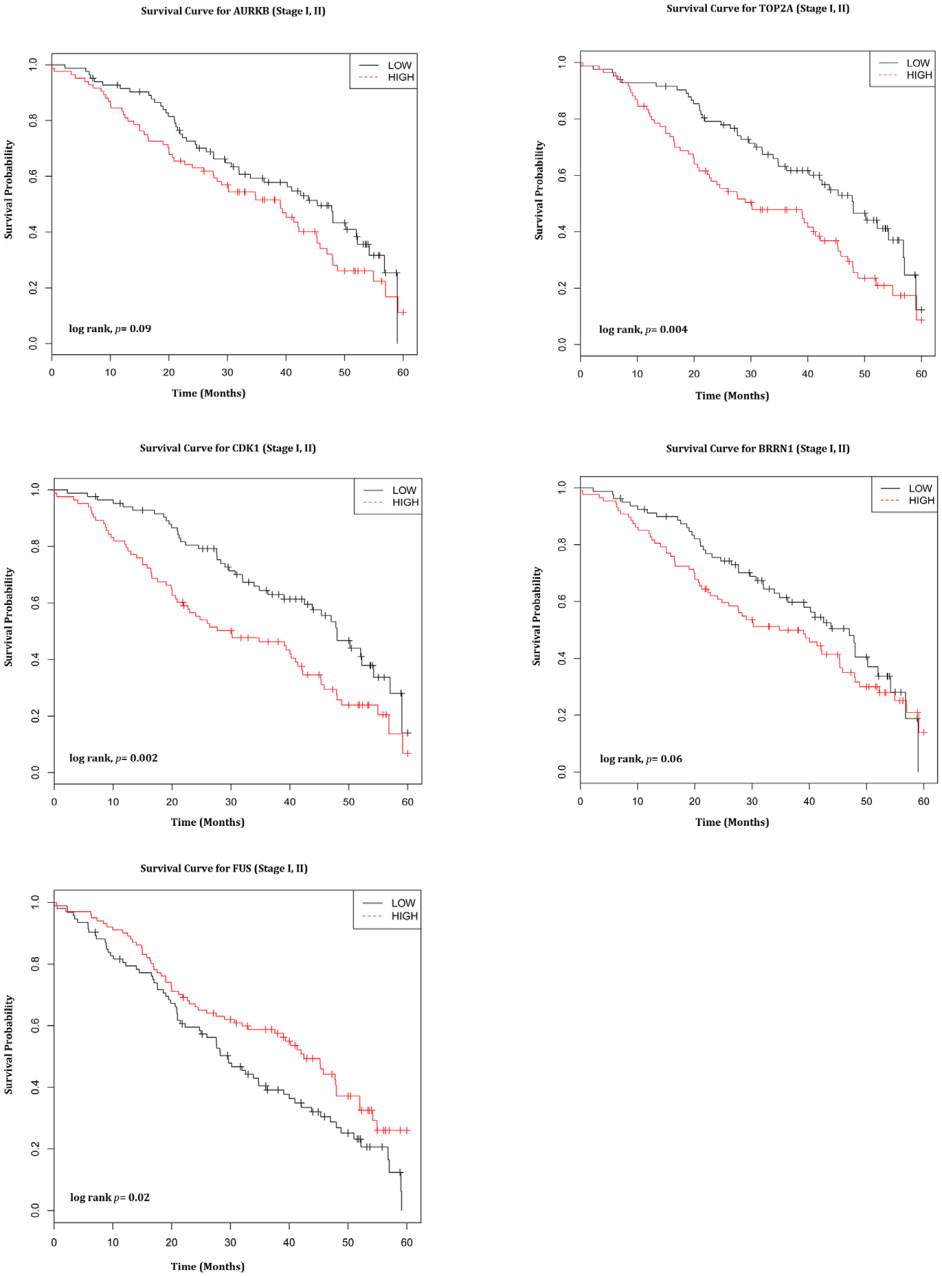
Kaplan-Meier Survival Curves for stage I, II patients from the NCI's Directors Challenge Set. Kaplan-Meier analysis showed a significant trend for 5 genes *AURKB*, *TOP2A*, *CDK1*, *BRRN1* and *FUS*. All these genes show poor survival in stage I, II patients in the NCI Director's challenge set.

Kaplan-Meier analysis was also carried out for 63 adenocarcinoma samples from SKKU (Figure 8) to estimate the survival probability following surgery. Results show lower expression levels of *AURKB*, *TOP2A*, *CDK*, *BRRN1* and higher expression levels of *FUS* are strongly associated with the 5-year survival probabilities. The high and low expression levels of *AURKB*, *TOP2A*, *CDK1*, *BRRN1* and *FUS* differ significantly indicated by their *p* values of 0.001, 2E-04, 4E-04, 0.001 and 0.09. This prognosis indicator shows patients with a high probability of tumor recurrence tend to be more likely to have treatment failure after surgery. This indicates that the high-risk probability shown by the survival curves is a good prognostic factor for lung cancer survival. These results suggest that a 5 gene signature from SP and MP cells can be used to predict prognosis of NSCLC patients.

**Figure 8:**
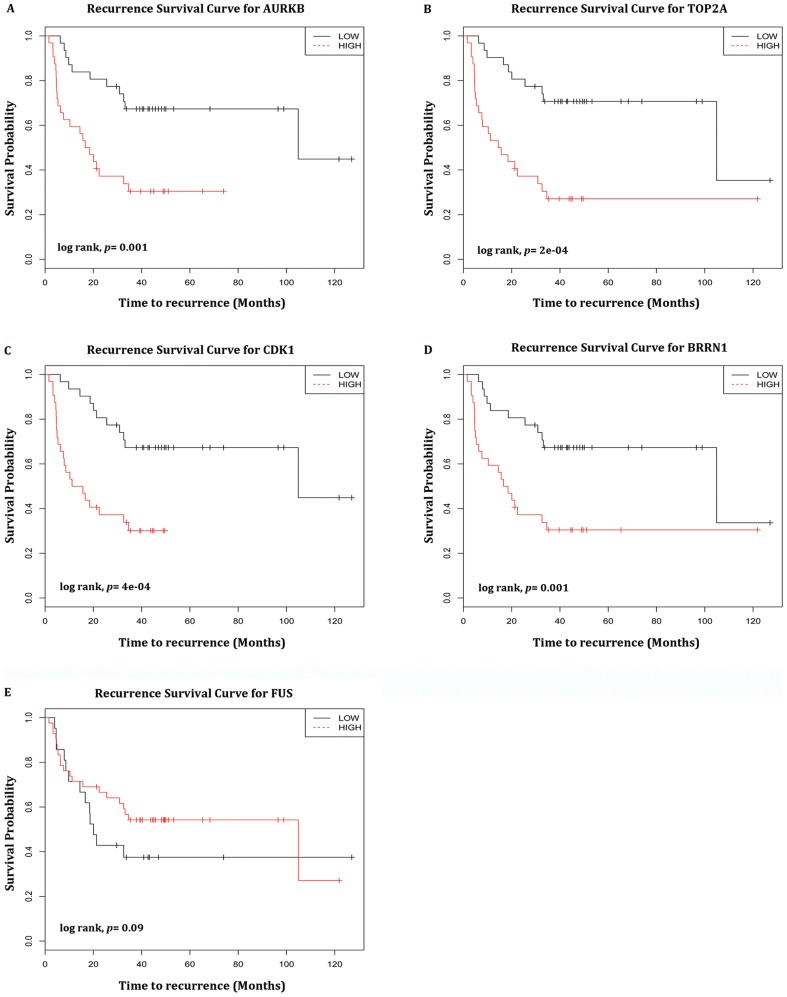
Recurrence Free survival curve for SKKU dataset. Kaplan-Meier analysis showed a significant trend for 5 genes *AURKB*, *TOP2A*, *CDK1*, *BRRN1* and *FUS*. All these genes show poor survival of patients in 63 adenocarcinoma samples from SKKU University.

## Discussion

Identifying gene expression signatures that capture altered key pathways in carcinogenesis may lead to the discovery of molecular subclasses and predict patient outcomes [26], [27]. Gene signatures provide a glimpse into critical molecular pathways, as they essentially serve as a bridge between clinical phenotypes and genomics. Indeed, the vast majority of biomarkers are functionally and biologically understood, in stark contrast with gene signatures. Moreover, biomarkers tend to be single-pathway-specific, whereas gene signatures may span multiple mechanisms [28].

The cancer stem cell hypothesis has gained significant traction over the past several years. An important criteria is that tumors with high percentages of cancer stem cells will be more aggressive, presumably because cancer stem cells are resistant to therapy [29]. Gene-expression profiling using microarrays or qRT-PCR has been shown to estimate the prognosis for patients with lung cancer [30]. Our selection of genes in the microarray dataset was validated in RT-PCR, and the patterns of gene expression found on microarray analysis correlated with that of RT-PCR. The results of RT-PCR performed on the 5 selected genes have been shown to correlate with the outcomes of lung adenocarcinoma.

We also tried to assess if any of the genes from the pathway analysis had Epithelial to Mesenchymal Transition (EMT) properties so that they can be considered as EMT signatures. Epithelial to mesenchymal transition (EMT) is a vital process for morphogenesis during embryonic development, but more recently it has also been implicated in the conversion of early stage tumors into invasive malignancies [31]. Progression of most carcinomas toward malignancy is associated with the loss of epithelial differentiation and by switching toward a mesenchymal phenotype, which is accompanied by increased cell motility and invasion. Recent studies have demonstrated that EMT plays a critical role not only in tumor metastasis but also in tumor recurrence that is believed to be tightly linked with the biology of cancer stem-like cells or cancer-initiating cells [32]. Evidence suggests that the acquisition of EMT is strongly associated with cancer cell invasion and tumor metastasis. Also studies have shown that cells with EMT phenotype share characteristics that are consistent with the signatures of cancer stem-like cells, which are associated with tumor recurrence and drug resistant phenotype and contribute to the demise of patients diagnosed with cancers [33]. For this analysis, we selected the top 10 significant pathways from the analysis and looked for genes that had cell adhesion properties. Only two EMT related genes *CD44* and *β-catenin* were involved in the pathways and these were used for survival prediction in the NCI director's challenge set (Figure S2). Both the genes showed no significance in the survival curve thus differentiating this 5 gene signature from the EMT property.

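CD44, a receptor for hyaluronan, had log2 ratios of SP over MP of -0.33 in A549, 0.038 in H460, -0.026 in H1650 and -0.074 in H1975 by its brightest probe set, a mean of -0.098 ± 0.16 (SD, n = 4 lines, limma adjusted p = 0.945). CTNNB1, which encodes β-catenin, had 0.062, -0.10, -0.0028 and 0.042 in these lines (limma adjusted p = 0.999). Some dimmer probe sets of both genes, picked out here after their values were seen, had other ratios. That of CD44 with a mean log2 signal of 8.35 had 1.72 in A549, 1.16 in H460 and 0.81 in H1975 and -1.70 in H1650. That of CTNNB1 with a mean log2 signal of 6.95 had 0.80, 1.48 and 0.80 and -1.06 in H1650. Others did not share this pattern. A CD44 probe set with a mean log2 signal of 8.36 had -0.21, -0.41 and -0.32 and 0.068 in H1650. A CTNNB1 probe set with a mean log2 signal of 8.50 had -0.35, -0.27 and 0.29 and -0.031 in H1650. Of 18 measured epithelial genes 14 had a higher mean in SP, with a median log2 change of 0.095, and of 17 mesenchymal genes 8 had a higher mean and 9 a lower one, with a median of -0.069. Neither list passed limma camera (adjusted p = 0.0684 and 0.854), and no member of either passed limma, over all genes or adjusted over the list alone. Without H1975, and with quantile normalization, the epithelial list was higher in SP (adjusted p = 0.0296 and 0.0323), and with an estimated correlation its adjusted p was 0.688. Its adjusted p ran from 0.0296 to 0.810 over all alternatives.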

Recent studies have reported that the genes identified here are differentially expressed across multiple cancer types [34]. Differentially expressed genes with at least 2-fold changes between cancer and corresponding control tissues across seven cancer types were examined to find those genes common to multiple cancer types. This study showed a total of five genes amoung which two genes *CDK1* and *TOP2A* differentially expressed across five cancer types. The differences in the gene expression across different cancer types may indicate either a general or specific relevance of the gene to the corresponding cancers, which has been partially confirmed by the functional analysis. *CDK1*, up-regulated in five of the seven cancers studied, has been reported to be related to colon, prostate and stomach cancer, in view of its role in regulating the cell cycle, e.g. entry from G1 to S. *TOP2A*, again up-regulated in five of the seven cancers, has been reported to be associated with gastric [35], breast [36] and ovarian cancer [37], consistent with its function in DNA strand regulation. Both *CDK1* and *TOP2A* genes have been considered as multi-type cancer markers by a previous meta-analysis of cancer microarray data [38]. *TOP2A* encodes a DNA topoisomerase II, an enzyme that controls the topologic state of DNA during transcription. *TOP2A* is localized to the centromeric heterochromatin throughout most of meiotic prophase and suggests a meiotic function for *TOP2A* in addition to its role in chromatin condensation. This gene is currently the target of several anticancer agents, and a variety of its mutations have been associated with the development of drug resistance [39], [40].

Another study has shown gene expression profiles strongly differentiated smokers from non-smokers in lung tumors and early stage tumor tissue from non-tumor tissue consistent with an important role in lung carcinogenesis induced by smoking [41]. This helped to explore the impact of the smoking signature on survival from lung cancer in smokers. Results show cell cycle genes differentiating current from never smokers in the early stage tumor tissue samples one of them being *CDK1* gene. Mortality risk in smokers for gene expression differentiates current from never smokers in lung tumor and non-tumor tissue samples with *TOP2A* gene being one of them. In addition a member of the Aurora kinase family *AURKA* (closely associated with *AURKB*) involved in tumor progression has been found to be over expressed in smoking-related tumors [42]. The Aurora kinases are a conserved family of serine/threonine kinases that function in mitosis and meiosis. In human cell lines, *AURKB* functions in chromosome condensation, alignment, and segregation, as well as cytokinesis. In somatic cells, *AURKB* has been found at the midbody of anaphase cells and at the post-mitotic bridge of telophase cells, participating in chromatin modification, microtubule- kinetochore attachment, spindle checkpoint and cytokinesis [43]. Aurora kinases are over-expressed in a variety of tumor cell lines, suggesting that these kinases might play a role in tumorigenesis, and have already become potential targets for cancer diagnosis and therapy [44].

NK2-related homeobox transcription factor Nkx2-1 (also called Ttf-1 or Titf1) has been identified as a candidate suppressor of malignant progression in lung adenocarcinoma [45]. Data specifically link Nkx2-1 downregulation to loss of differentiation, enhanced tumor seeding ability and increased metastatic proclivity. Significant gene expression alterations distinguished T_nonMet_ (tumor non metastatic) from T_Met_ (tumor metastatic). A gene expression signature generated by comparing T_nonMet_ to T_Met/Met_ samples predicted patient outcome in human lung adenocarcinoma gene expression data sets [20], [46]. Our 5 gene signature consisting of *TOP2A*, *AURKB*, *BRRN1*, *CDK1* and *FUS* were all found in the Nkx2-1 corresponding gene signature. This shows an important significance since in human lung adenocarcinoma the expression of Nkx2-1 correlated with a mouse T_nonMet_ gene expression signature. The T_nonMet_ signature anti-correlated with an embryonic stem cell signature explaining that T_Met/Met_ cells have transitioned to a less differentiated and more stem-like state.

The 5 gene signature shown here is specific for lung adenocarcinoma. To strengthen this point we chose 75 squamous cell carcinoma data from the SKKU dataset and used for survival prediction. The analysis showed no significance for the squamous cell carcinoma data (Figure S3) thus highlighting our gene signature specific for lung adenocarcinoma. Our study supports the contention that it is feasible to construct a gene signature from significant pathways to predict clinical outcomes. The identification of five genes that are closely associated with the outcomes in patients with NSCLC could have clinical implications since this 5 gene signature could be useful in stratifying patients according to risk in treatment of the disease.

## Methods

### Side Population analysis

Four adenocarcinoma cell lines A549, H1650, H460 and H1975 were subjected to FACS (Fluorescence activated cell sorting) analysis for sorting SP and MP cells. The cell suspensions were labeled with Hoechst 33342 dye (Invitrogen) using the methods described by Goodell et al. [47] with modifications. Briefly, cells were resuspended at 1×10^6^/mL in prewarmed DMEM (Invitrogen-Life Technologies) with 2% FBS (Invitrogen-Life Technologies) and 10 mmol/L HEPES buffer (Invitrogen- Life Technologies). Hoechst 33342 dye was added at a final concentration of 5 mg/mL and the cells were incubated at 37°C for 90 min with intermittent shaking. At the end of the incubation, the cells were washed with ice-cold HBSS (Invitrogen-Life Technologies) with 2% FBS and 10 mmol/L HEPES, centrifuged down at 4°C, and resuspended in ice-cold HBSS containing 2% FBS and 10 mmol/L HEPES. Propidium iodide (Molecular Probes- Invitrogen) at a final concentration of 2 mg/mL was added to the cells to gate viable cells. Analyses and sorting were done on a FACSVantage SE (Becton Dickinson). The Hoechst 33342 dye was excited at 357 nm and its fluorescence was dual-wavelength analyzed (blue, 402–446 nm; red, 650–670 nm).

### Microarray and functional pathway analyses

Our present study focuses on lung adenocarcinoma and hence we chose 4 cell lines A549, H1650, H460 and H1975 that represented them. We used two cell lines that harbored mutations in K-Ras and two that had mutated EGFR. Since these are the most widely mutated genes in NSCLC, we wanted to focus on genes that were altered across the spectrum, irrespective of the upstream mutation. Two samples (SP, MP) each for 4 cell lines, so a total of 8 samples were used for microarray analysis. Total RNA extracted from SP (side population) and MP (main population) samples were used to generate cRNA targets, which were subsequently hybridized to Human Genome U133A plus 2.0 oligonucleotide probe arrays (Affymetrix, Santa Clara, CA) according to standard protocols. Raw data was processed by log_2_ transformation of the expression values, and the mean center expression level for each gene was determined. The data discussed in this publication have been deposited in NCBI's Gene Expression Omnibus through GEO Series accession number GSE36821. In brief, we identified genes that were over- or under-expressed in SP and MP from all 4 cell lines, whose expression was altered at least two fold. Further pathway analysis was carried out using MetaCore™ of GeneGo, Inc. MetaCore analyzes experimental high-throughput data in the context of pathways and networks that are ideal for data mining. It is a database of known molecular interactions, pathways and processes manually curated from published data and allow the user to visualize known biological systems within their data [48], [49], [50]. It also includes human protein–protein interactions, signal transduction, and metabolic pathways, and a variety of cellular functions and processes for signaling pathway analysis. This pathway analysis tool was used to obtain curated molecular interactions related to the differentially regulated genes.

### Real-time PCR validation

Real-time RT-PCR on SP and MP from the 4 NSCLC cell lines was used to confirm the expression levels of the identified signature genes in microarray platform. The number of cycles required to reach threshold fluorescence (Ct) and ΔCT for each sample relative to the control gene defines the expression pattern for a gene. The gene expression data were further analyzed using the 2^ΔΔCT^ method [51].

### Analysis of publicly available Microarray datasets

Gene expressions profiles analyzed in this study include 22,283 probes quantified with Affymetrix HG-U133A on 360 lung adenocarcinoma samples from Shedden et al., [20] and 63 adenocarcinoma samples from SKKU dataset [21]. The Harvard data from the NCI Director's challenge set was an outlier for our analysis and hence we removed 82 samples from the total 442 samples. Raw signal intensities for each probe set as they are contained in the *CEL* files were analyzed using the software package Bioconductor [52] (http://bioconductor.org). Expression values were normalized using MAS5.0 in R. Using mRNA expression profiles of the identified genes as predictors, a prognostic model can be constructed to stratify patients into low-risk and high-risk groups.

### PCA based gene signature

Principle component analysis (PCA) is a mathematical algorithm that reduces the dimensionality of the data while retaining most of the variation in the dataset [53]. By using few components, each sample can be represented by relatively few numbers instead of by values for thousands of variables. PCA was used for gene expression data for dimensionality reduction and removing possible collinear expression of genes. Risk scores were calculated for the differentially regulated genes using the Evince 2.5.5 of UmBio. A patient's risk score was calculated as the sum of the levels of expression of each gene, as measured by microarray analysis, multiplied by the corresponding regression coefficients [54]. Patients were classified as having a high-risk gene signature or a low-risk gene signature, with the 50th percentile (median) of the risk score as the threshold value.

### Statistical analysis

Statistical analyses were done using R package [55] (http://www.r-project.org/). To determine whether the gene signature correlates with poor prognosis, we performed Kaplan-Meier and log-rank test (for *p* value) analysis of overall survival. Overall survival time was calculated from the date of surgery until death or the last follow-up contact. Recurrence-free survival time was defined as the time interval between the date of surgery and the date of disease recurrence or death from any cause, whichever came first, or date of last follow-up evaluation. The Kaplan–Meier method was used to estimate overall survival and relapse-free survival. Differences in survival between the high-risk group and the low-risk group were analyzed with the log-rank test. A *p* value of less than 0.05 was considered to indicate statistical significance, and all tests were two-tailed. All the analyses were performed with packages in R unless otherwise specified.

## Conclusion

The development of microarray methods for large-scale analysis of gene expression makes it possible to search systematically for gene signatures of cancer classification and outcome prediction in a variety of tumor types. The 5 gene signature highlights effective identification of lung adenocarcinoma patients with poor prognosis. Cancer biologists and clinical researchers could focus attention on the relatively small number of genes identified here showing differential gene expression patterns. Our studies show that gene expression profile from a tumor initiating side-population cell may represent both a useful predictor of treatment response and potentially a target for effective treatment.

## Supporting Information

Figure S1 **Overall Survival Curves for the NCI's Directors Challenge Set.** Kaplan-Meier analysis showed a significant trend for 5 genes *AURKB*, *TOP2A*, *CDK1*, *BRRN1* and *FUS*. All these genes show poor survival of patients in 360 NCI Director's challenge set.
(TIF) Click here for additional data file.

Figure S2 **Survival Curves for the EMT related genes in NCI's Directors Challenge Set.** We selected the top 10 significant pathways from our analysis and assessed for genes that had cell adhesion properties. Only two EMT related genes CD44 and beta-catenin were involved in the pathways and these were used for survival prediction in the NCI director's challenge set. Both the genes in Kaplan-Meier analysis showed no significance in the survival thus differentiating our 5 gene signature from the EMT property.
(TIF) Click here for additional data file.

Figure S3 **Recurrence Free survival curve for SKKU Squamous Cell Carcinoma dataset.** Squamous cell carcinoma data (n = 75) from the SKKU (Sungkyunkwan University) dataset was used for survival prediction for the 5 genes. Previously we used adenocarcinoma data (n = 63, Figure 8) from the same dataset and predicted prognostic significance. The analysis here showed no significance for the squamous cell carcinoma data thus highlighting our gene signature specific for lung adenocarcinoma.
(TIF) Click here for additional data file.

How the deposited data were processed for this re-analysis (not part of the article)

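Expression was measured in cells of the side population (SP) and of the main population (MP) of the lung cancer lines A549, H460, H1650 and H1975, with 1 Affymetrix array per population and line, 8 arrays in all. The authors deposited log2 MAS5 signals. The submitters' processing notes name GCOS 1.4 and MAS5, and the paper names Affymetrix Expression Console, a log2 transformation and mean centring. The deposited log2 values are not centred by gene, and the 2% trimmed mean of the linear signal is 500.1 on each array. Detection calls and scan dates are not given in the sources used here. The median log2 signal lay between 5.92 and 6.29 over the arrays. The number of arrays limits the precision, and dim probe sets have large log2 ratios because nothing holds MAS5 signals above a floor.

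The labels of the arrays were used as deposited. In H1650 the array labelled SP had the lower signal of ABCG2 and of most cell cycle genes, the opposite of the other 3 lines, and directions in H1650 rest on its labels. The cell line pairs the arrays, as the study's design states, and is a block in each fit. As a check, the deviations of the SP and MP arrays of a line from their population means correlated with r from 0.887 to 0.940 over genes, and each SP array correlated best with the MP array of its own line.

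Probe sets were named by the platform annotation. In the table used here 41097 probe sets have 1 gene symbol, 1801 have several and 11777 have none. Symbols were looked up by gene identifier in the RefSeq gene table, which changed 0 of them. A gene was represented by its probe set with the highest mean log2 signal. The paper gives its counts as genes and compares its selected genes across platforms by probe set ID. Fold counts here used all probe sets other than the 62 controls, with distinct gene symbols as an alternative. A probe set counted where the ratio was at least 2-fold in the same direction in each of the 4 lines, or, for the average, where all lines had the same direction and the mean log2 ratio was at least 1. The limma fit (limma 3.58.1 in R 4.3.3, lmFit and eBayes with trend) had population and cell line as terms and ran on the 12300 genes at or above the median signal of 6.01. Benjamini-Hochberg adjusted p under 0.05 was the threshold. Of 30 gene lists written before the deposited values were seen, 29 had at least 5 measured members and were tested by camera with a preset correlation of 0.01, with an estimated correlation, and by fry. The lists of short-lived transcripts, large ribosomal proteins and zinc finger genes were chosen after the gene names in Fig. 3 had been seen. Those names are a result of the same arrays, so these 3 lists were not chosen blind to the data. A list's median was also set against 10000 random lists of the same size, matched on signal in 20 bins. The controls for RNA integrity, the 3' and 5' probe sets of ACTB and GAPDH, were compared by an exact paired sign-flip permutation test, in which 4 pairs allow no two-sided p under 0.125.

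The rule for naming genes took those the paper names. Its second part took the 10 higher and 10 lower genes with the largest change among those past the adjusted threshold with 1 direction in all lines. These were filled up with genes at least 2-fold changed in 1 direction in each line. Its last part took up to 4 members of each list with the smallest p. With all 4 lines the second part of this rule gave no gene, so it was applied to the 3 lines without H1650. Outside this rule, some genes 2-fold changed on average were named after their values were seen. So were some genes that differed between 1 line and the other 3. One item is not reported here.

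The fit was tested on simulated data, with variances drawn from the prior that limma fitted to these arrays. In 30 simulations of the comparison of SP with MP over 12300 genes, 66.5 of 100 genes changed by 1 on the log2 scale and 95.2 of 100 genes changed by 2 were called on average, and 4.84% of the calls were false. These variances assume that the lines change alike.

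Alternatives written before the data were examined were a floor of 32 or a pseudocount of 16 on the linear signal, quantile normalization, scaling to the same median, a filter on dim probe sets, distinct gene symbols, other fold thresholds and averages, no block, no trend, other filters, every probe set, an adjusted p under 0.1, and leaving out each line. Exchanging the labels of H1650, the test of each line against the other 3, and the lists without the genes of Fig. 3 were added after seeing the data. The qRT-PCR, patient and survival data are not analysed here.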

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

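The tests on H1650, on the orientations of the pairs, on dim probe sets, on splits of and explanations for the 3 lines without H1650, and on the lists without the genes of Fig. 3 were chosen after the results were seen; the splits of the 8 arrays, the tests on short-lived transcripts in all 4 lines and the gene and list fits without H1650 were planned.

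H1650 stood against the other 3 lines. The log2 ratio of SP over MP in H1650 was -1.43 for TOP2A, -1.34 for AURKB, -1.27 for NCAPH, -1.24 for CDK1 and -0.70 for ABCG2, with positive values in each of A549, H460 and H1975. For CDK1 the value of H1650 also lay far from the other lines. In a limma interaction of 1 line against the other 3, run for each line in turn, 41 genes differed in H1650 at an adjusted p under 0.05, 5 in H1975 (ITGB8, ADGRG2, CA2, BEX3 and CPNE4, named after their values were seen) and none in A549 or H460, where 560 and 267 genes had an unadjusted p under 0.05. The single line has 1 pair of arrays in such a test, so its own spread is unknown and is assumed to be that of the other 3 lines. Of the genes above, CDK1 was among the 41 (adjusted p = 0.0454), and the adjusted p was 0.0507 for TOP2A, 0.0884 for AURKB, 0.0768 for NCAPH and 0.122 for ABCG2. Of 29 gene lists, 13 had a median in H1650 of the opposite sign to all other lines, against 4 for H460, 1 for H1975 and 0 for A549.

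RNA integrity of the H1650 pair stays open, since the log2 ratio of 3' over 5' signal differed between SP and MP by -0.032 for ACTB, the smallest difference in size of the 4 lines, but by 0.024 for GAPDH, opposite in sign to the other lines and no smaller than the -0.022 of A549. The average of both, -0.0042, was the smallest of the 4 lines, but is near 0 because the 2 controls cancel. H1975 had differences larger in size, -0.16 for ACTB and -0.076 for GAPDH, and did not run opposite to A549 and H460. A larger difference in these controls thus did not by itself go with a reversal. Over genes, the H1650 ratios correlated with the mean of the other 3 lines with r = -0.325, while each of the others correlated with the mean of the remaining ones with r from 0.229 to 0.281. With the labels of the H1650 arrays exchanged, 210 genes passed limma at an adjusted p under 0.05, and each of the other 7 orientations of the pairs, the deposited one included, gave 0. This exchange was tried because H1650 ran opposite to the other lines. Its 210 genes restate that pattern and are no separate evidence of exchanged labels. Exchanged labels may account for the pattern, but a true response of H1650 opposite to that of the other lines could give the same values. The deposited values alone cannot tell this pair of explanations apart. The heat map in Fig. 3, made from the same arrays, draws most genes of cluster II higher in SP of H1650. With the deposited labels 4 of 56 were higher there, with a median log2 ratio of -0.89. An opposite response would not by itself make the figure and the deposited values differ. The qRT-PCR in Fig. 5 also shows TOP2A, AURKB, NCAPH, CDK1 and ABCG2 higher in SP of H1650. Both figures argue against an opposite response as the whole account, but do not settle which labels are right.

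Other splits of the arrays were fitted in the same way. The deposited split called 0 genes, so all 32 splits of the 8 arrays that could be fitted with the block gave as many by construction, and this count says nothing about chance. The highest other, 210, was the exchange of H1650, which points to a structure of the samples. In the 3 lines without H1650, the real split gave 25 genes and the highest of the others 11, and 10 splits are too few for a share under 0.05.

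The probe sets that were 2-fold changed in all 4 lines were dim. Of these 110 probe sets, 100% lay below the median signal (exact 95% binomial interval from 96.7% to 100%), which is what noise of dim probe sets would give. Of the 8 orientations of the pairs, 7 gave at least as many such probe sets as the deposited one, with a highest value of 205, and 8 are too few for a share under 0.05. No biological explanation was tested.

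Gene lists that the paper does not discuss had small median changes over all 4 lines. The median log2 change was 0.15 for 352 zinc finger genes, 0.034 for RNA processing genes, -0.18 for interferon response genes, -0.082 for oxidative phosphorylation and -0.047 and -0.057 for large and small ribosomal proteins. Each passed limma camera with a preset correlation, and none did with an estimated one (adjusted p = 0.688 for each) or by fry (smallest adjusted p = 0.752). The large and small ribosomal lists also lost the call with quantile normalization (adjusted p = 0.907 and 0.499), without A549 (0.881, with the direction turned, and 0.602) and without H1975 (0.262 for each). Oxidative phosphorylation lost it without A549 (0.578), RNA processing without H460 (0.212) or H1975 (0.654), and the interferon response without the block (0.213). For short-lived transcripts the median was 0.093 (camera adjusted p = 0.0684, and 0.634 without its 7 members printed in Fig. 3). Degradation stays open for that list. The mean difference of the RNA integrity controls between SP and MP was -0.043, within 1 SD of 0 but below 0 in each of the 4 lines. It was largest in size in H1975, at -0.118, against -0.029 in A549, -0.020 in H460 and -0.0042 in H1650. Neither ACTB nor GAPDH alone had the same sign in all 4 lines. After quantile normalization the median of that list was 0.087, and among its members above the 75th percentile of signal it was 0.095, but these tests decide nothing, since the list already lay within the bound of 0.1 set for them.

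In the 3 lines without H1650, zinc finger, short-lived and mitotic lists were among those higher in SP and oxidative phosphorylation and ribosomal protein lists among those lower by camera with a preset correlation, and none of those named was with an estimated one (smallest adjusted p = 0.658) or by fry (0.218). The zinc finger, short-lived and large ribosomal lists were chosen after the gene names of Fig. 3, a result of these arrays, had been seen, and without the genes of Fig. 3 (7, 7 and 2 members) the first and the third still passed camera (adjusted p = 1.03e-10 and 0.00496) and the short-lived list did not (0.0646). A trend of the ratio with signal as the whole cause is argued against for the zinc finger and short-lived lists without these genes. The same holds for oxidative phosphorylation. The medians of these lists lay outside random lists matched on signal (two-sided permutation p = 0.0002 for each, the smallest they can give, with genes taken as independent). For oxidative phosphorylation the random lists had a mean of -0.067 against the list's -0.134, so such a trend may account for part of its change. For the zinc finger and short-lived lists the random means, -0.021 and -0.036, had the opposite sign to the medians, 0.255 and 0.178. A trend with signal may be enough for the ribosomal proteins (the smaller p was 0.419). More dividing cells in SP stay open for the zinc finger list, since its median, at least 0.142 above that of all genes in each of these lines, cannot separate a rise with division from another rise. Less transcription in cells that keep the dye may contribute, but dye and population go together by design and cannot be told apart. Lists taken as short-lived lay above lists taken as stable by 0.547 in A549, 0.270 in H460 and 0.200 in H1975, and by 0.339 on average. The zinc finger list had medians of 0.377, 0.243 and 0.107 in these lines, in the same order as this difference. In A549, where this difference was largest, the median of the short-lived transcript list itself was 0.010, against 0.353 in H460 and 0.269 in H1975. Without the genes of Fig. 3 its median was -0.045 in A549, 0.278 in H460 and 0.146 in H1975. The rise of that shorter list thus rests on H460 and H1975. The difference of 0.547 in A549 does not show a rise of short-lived transcripts there.

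The Wnt target list had a median of -0.68 in H1650, far from the other lines, and CD44 had 0.038 in H460, the only line above 0, a difference that was not tested. Of 39 groups examined for a line far from the others 2 stood out, CDK1 and the Wnt target list. Chance would give 1.99 if the groups were independent, since 5.1% of simulated groups of 4 normally distributed values stood out.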

How the results depend on the processing

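The alternatives were planned, apart from exchanging the H1650 labels and leaving the genes of Fig. 3 out of the lists, which were chosen after seeing the data. Counts are given as higher and lower in SP. With a floor of 32 on the linear signal there were 0 and 0 in all 4 lines, 7 and 4 on average, 9 and 31 in both EGFR mutant lines and 222 and 92 in both K-Ras mutant lines. With a pseudocount of 16 there were 1 and 2 in all 4 lines, 21 and 24 on average, 42 and 84 in both EGFR mutant lines and 271 and 134 in both K-Ras mutant lines. With quantile normalization there were 65 and 58 in all 4 lines, 699 and 735 on average, 970 and 912 in both EGFR mutant lines and 1438 and 1289 in both K-Ras mutant lines. With dim probe sets left out there were 0 and 0 in all 4 lines, 11 and 20 on average, 9 and 35 in both EGFR mutant lines and 179 and 78 in both K-Ras mutant lines. With distinct gene symbols in place of probe sets there were 27 and 45 in all 4 lines, 360 and 538 on average, 490 and 778 in both EGFR mutant lines and 937 and 680 in both K-Ras mutant lines. With a fold threshold of 1.5 there were 201 and 250 in all 4 lines, 1602 and 2892 in both EGFR mutant lines and 3688 and 2514 in both K-Ras mutant lines. With a fold threshold of 1.2 there were 629 and 769 in all 4 lines, 3539 and 6169 in both EGFR mutant lines and 7869 and 5441 in both K-Ras mutant lines. With any change in the same direction there were 2644 and 3409 in all 4 lines, 10009 and 14322 in both EGFR mutant lines and 15941 and 14011 in both K-Ras mutant lines. With exchanged H1650 labels there were 95 and 110 in all 4 lines, 951 and 1073 on average and 985 and 1394 in both EGFR mutant lines. With exchanged H1650 labels and dim probe sets left out there were 23 and 29 in all 4 lines, 172 and 166 on average and 98 and 145 in both EGFR mutant lines. The mean log2 ratio alone gave 1621 and 2154 on average. Leaving out each line in turn gave from 141 to 280 higher and from 219 to 367 lower in all remaining lines, from 988 to 1591 and from 1381 to 1942 on average, from 0 to 23 and from 0 to 2 genes by limma and from 2 to 8 and from 1 to 5 lists by camera. A pair of lines with the same mutated driver leaves 1 line, so those counts were not repeated. In limma, 0 genes passed under every other alternative, and 192 and 18 passed with exchanged H1650 labels. Camera called 5 and 4 lists, 6 and 2 with quantile normalization, 5 and 4 with the genes of Fig. 3 left out, and 0 and 0 with an estimated correlation or by fry. Without the cell line as a block, limma still called 0 genes and camera 6 and 3 lists, and of the lists in the text the interferon response lost its call (adjusted p = 0.213). The sign of the mean log2 change turned for CDK1 without A549 (-0.062), H460 (-0.091) or H1975 (-0.14), for AURKB without H1975 (-0.081), and for CTNNB1 without A549 (-0.020) or H1975 (-0.014) and at another probe set (-0.091). It also turned at other probe sets of TOP2A (-0.90), AURKB (-0.80) and CD44 (0.79, 0.058, 0.043, 0.50 and 1.09). None of these values passed limma. Leaving out each line in turn, the mean log2 change ran from -0.14 to 0.47 for CDK1, from -0.081 to 0.81 for AURKB, from -0.020 to 0.034 for CTNNB1, from 0.022 to 1.03 for TOP2A, from 0.14 to 1.07 for NCAPH, from 0.25 to 0.87 for ABCG2 and from -0.14 to -0.021 for CD44. List directions turned for large ribosomal proteins without A549 (adjusted p from 0.000386 to 0.881 over the left-out lines, highest here), mesenchymal genes without A549 (0.484) or H1975 (0.965; from 0.333 to 0.965), short-lived transcripts without H460 (0.819; from 3.19e-05 to 0.965) and DNA replication without H1975 (0.983; from 4.56e-09 to 0.983). For single genes 249 other values kept direction and side of the threshold and 16 newly passed it, and for lists 101 did, 5 newly passed and 29 no longer passed. The causes were not tested. With the labels as deposited, dim signal limits the fold counts in all 4 lines and on average, since nearly all such probe sets lie below the median. In both K-Ras mutant lines 179 of 1530 higher and 78 of 1135 lower probe sets lay above it. In both EGFR mutant lines these were 9 of 740 and 35 of 1231. With exchanged H1650 labels, 23 of 95 higher and 29 of 110 lower in all 4 lines lay above it.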

Differences from the paper's values

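The paper counts genes altered at least 2-fold and its text does not name a filter on dim signal or how the average was made. For probe sets higher in SP in all 4 lines the value here was 41 and the paper's value is 354. Of the alternatives set before the data were examined, leaving out H1650 (276) or H1975 (280) came within 1.5 times of the paper's value, and the others did not. For probe sets lower in all 4 lines the value was 69 and the paper's value is 126, and no alternative set before the data were examined came within that range. With the H1650 labels exchanged, a setting chosen after seeing the values, the count was 110. The paper's text does not list the items that this could drop. In the same setting 95 probe sets were higher in all 4 lines, against the paper's value of 354. In both EGFR mutant lines 1394 were lower, against 673. Neither of these came within that range. For the average 2-fold change, 586 probe sets were higher, against the paper's value of 89, and 821 were lower, against the paper's value of 62. None of the alternatives came within 1.5 times of either. For probe sets lower in both EGFR mutant lines the value was 1231 and the paper's value is 673, where quantile normalization (912) and distinct gene symbols (778) came within range and the other alternatives did not. For those lower in both K-Ras mutant lines the value was 1135 and the paper's value is 314, and no alternative came within range.

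The paper gives TOP2A, AURKB, NCAPH and CDK1 as higher in SP of all 4 lines, and uses ABCG2 as the control for the SP phenotype. Here the log2 ratios of all 5 genes were above 0 in A549, H460 and H1975 and below 0 in H1650, and none passed limma over the 4 lines (the smallest adjusted p was 0.945). With the H1650 labels exchanged, a setting chosen after seeing the values, TOP2A (adjusted p = 0.0177), AURKB (0.0388), NCAPH (0.0182) and ABCG2 (0.0267) passed limma as higher in SP and CDK1 did not (0.0560). The paper draws cluster II of Fig. 3 as higher in SP. Over the whole cluster, 50 of 56 matched genes were higher in A549, 50 in H460, 50 in H1975 and 4 in H1650, where the figure shows most of them higher in the SP column. Cluster I is drawn as lower in SP, and of its 5 matched genes 2 were higher in A549, 3 in H460, 2 in H1650 and 2 in H1975.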

Other observations

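The naming of the genes that differed between H1650 and the other lines and the lists without the genes of Fig. 3 were chosen after the values were seen, and the fit without H1650 was planned.

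Without H1650, zinc finger genes were higher in SP as a list by camera with a preset correlation (adjusted p = 6.63e-12), but not with an estimated correlation (adjusted p = 0.658) or by fry (adjusted p = 0.218). Of 352 zinc finger genes 254 had a higher mean in SP, with a median log2 change of 0.26, and 44 were higher and 3 lower when adjusted over the list alone, against 3 higher and 0 lower over all genes. ZNF394 rose by 1.17 (limma adjusted p = 0.0312), beside ZNF92 and ZNF267. Of 36 immediate early and other short-lived transcripts, 26 had a higher mean and 10 a lower one, with a median log2 ratio of 0.010 in A549, 0.35 in H460 and 0.27 in H1975. Of these, 9 were higher and 1 was lower adjusted over the list alone, and 2 were higher and 1, GADD45B, was lower over all genes. PHLDA1, a gene induced by growth factors, rose by 0.72 (limma adjusted p = 0.0312), and DUSP5, a phosphatase of ERK, had a mean log2 change of 0.57 (limma adjusted p = 0.0611). The adjusted p of the short-lived list was 3.19e-05 from camera with a preset correlation, 0.669 with an estimated correlation and 0.398 by fry. ZNF394, ZNF267, PHLDA1 and DUSP10 are printed in Fig. 3, so the study chose them on these arrays. Without the genes of Fig. 3, 3 of 29 short-lived transcripts were higher and 1 was lower adjusted over the list alone, and 0 were higher and 1 was lower over all genes, and of 345 zinc finger genes 37 were higher and 2 lower adjusted over the list alone, and 1 was higher over all genes. In H1650 the ratios were -0.88 for ZNF394, -0.34 for PHLDA1 and -0.24 for DUSP5.

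Pluripotency and stem cell markers as a list passed neither camera (adjusted p = 0.176) nor fry (0.810) over the 4 lines. Of 12 measured members 8 had a higher mean in SP and 4 a lower one, with a median log2 change of 0.20, and the median ratio was 0.12 in A549, 0.047 in H460, -0.13 in H1650 and 0.16 in H1975. Without H1650, 9 had a higher mean and none passed limma, over all genes or adjusted over the list alone, and the list as a whole was higher by fry (adjusted p = 0.0310) but not by camera (0.0764, and 0.658 with an estimated correlation). Without its 1 member printed in Fig. 3 this turned round, with an adjusted p of 0.0348 by camera (median log2 change 0.39, and adjusted p = 0.645 with an estimated correlation) and of 0.147 by fry. ALDH1A1, an aldehyde dehydrogenase used as a stem cell marker, had log2 ratios of -0.19 in A549, -0.62 in H460, 1.08 in H1650 and 3.24 in H1975, and EZH2, a histone methyltransferase, had 0.42, 0.41, -0.50 and 0.35. Without H1650 the proteasome list, with a median of -0.049, was lower by fry (adjusted p = 0.0308) and not by camera (0.0746, and 0.658 with an estimated correlation), and its median lay within random lists matched on signal (their mean -0.057, two-sided permutation p = 0.617). In the same 3 lines Wnt targets (adjusted p = 0.0224, median 0.19) were higher and glycolysis (0.00438, median -0.11) and the interferon response (0.00138, median -0.22) were lower by camera with a preset correlation, and not by fry (0.147, 0.398 and 0.191) or with an estimated correlation (0.658, 0.669 and 0.658).

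Interferon response genes had lower means in SP in 14 of 16 measured members over the 4 lines, none of which passed limma. The log2 ratio of IFI27 was -1.18 in A549, -2.64 in H460, -0.038 in H1650 and -0.15 in H1975, and that of ISG15, a ubiquitin-like protein, was -0.62, -0.59, 0.33 and -0.081. Of 9 ABC drug transporters 3 had a higher mean in SP and 6 a lower one (camera adjusted p = 0.398), and ABCC2 had 0.25 in A549, -0.36 in H460, -2.40 in H1650 and -2.29 in H1975.

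Among the other genes that differed between H1650 and the other lines were VIM, CAVIN2 and MICB. VIM, which encodes vimentin of mesenchymal cells, had a log2 ratio of 1.19 in H1650 and of -0.11, 0.060 and -0.12 in A549, H460 and H1975. CAVIN2, a protein of caveolae, had -4.44 in H1650 and 0.51, -0.056 and 0.60 in these lines. MICB, a ligand of a natural killer cell receptor, had -2.01 and 0.11, 0.24 and -0.028. The interaction of H1650 against the other 3 lines had a limma adjusted p of 0.0454 for each, with the spread taken from the other 3 lines, since H1650 has 1 pair of arrays. In H1975 the integrin subunit ITGB8 had a log2 ratio of -6.96, with -0.78 in A549, -0.19 in H460 and 0.24 in H1650 (interaction of H1975 against the other 3 lines, limma adjusted p = 0.0346). H1975 has 1 pair of arrays as well, and the other 3 lines supply the spread.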
